A study of Mus musculus with 16 samples. Its data were reported in "BRD9-mediated chromatin remodeling suppresses osteoclastogenesis through negative feedback mechanism" (2023).

How the data were processed

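RNA sequencing was performed on mouse bone marrow-derived monocytes (BMDMs) in 4 groups of 4 libraries. All cultures received M-CSF at 50 ng/ml, the cytokine that keeps cells of the macrophage lineage alive. RANKL, the cytokine that starts osteoclast differentiation, was added at 100 ng/ml in 2 of the groups. Cells received either vector or iBRD9, an inhibitor of the bromodomain of BRD9, a subunit of the non-canonical BAF chromatin remodelling complex. The groups are named M + vector, M + iBRD9, MR + vector and MR + iBRD9. The labels number the replicates 1 to 4 in each group and do not say whether they came from separate cultures or animals, so p-values measure the spread between these samples, which may be technical.

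The authors trimmed the reads with Cutadapt, aligned them to GRCm39 with HISAT2 and counted reads per gene with HTSeq. The authors deposited the read counts per gene and library, without normalization. In the deposited table, FPKM values stand beside the counts and were made by the authors from the same counts with a gene length in bases. Whether reads were counted by strand, and with which annotation release, is not given in the sources used here. Reads of overlapping or antisense genes may therefore be mixed, and members of near-identical families, such as the Ifi200, Slfn, Gbp, Ly6 and H2 genes, are uncertain where reads could be split between copies. Of the 21898 genes listed, 15697 had a count in some library, and 42 rows carried a symbol used by another row. No column lacked a sample in the labels.

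Total counts per library ranged from 15372775 to 18987926. Mitochondrial genes took 1.70% to 1.93% of the counts. Libraries of each group were compared with each other by a chi-square test over genes, and the 24 pairs gave 2.83 to 11.7 per degree of freedom, so no pair differed by counting error alone. CPM values, the usual library-size-scaled read counts, were computed from the counts with TMM factors and are given as mean ± SD over 4 libraries. Intervals and floors, such as the floor of 3 counts for a gene with none, cover counting error alone.

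Genes were tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, two-sided, after filterByExpr by group, which left 11559 genes and took out 10339. All 16 libraries entered 1 fit with a mean per group and no covariate, with 12 residual degrees of freedom and a common biological coefficient of variation of 5.9%. The comparisons were MR + vector with M + vector, MR + iBRD9 with MR + vector, M + iBRD9 with M + vector, and the difference of the last 2 responses (interaction). A gene was called at a Benjamini-Hochberg adjusted p below 0.05, and every adjusted p printed for a gene comes from this test. Changes are given on the log2 scale as estimate ± SE.

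Of 28 gene lists, the 25 with at least 3 tested members were tested with camera of limma 3.58.1, with a preset correlation of 0.01 and Benjamini-Hochberg adjustment over the lists of a comparison. Camera with an estimated correlation and fry were run beside it. In 17 of the 100 list results, none of them called, the median, the mean and the test differed in sign. The lists covered osteoclast differentiation and resorption, RANKL signalling and its transcription factors, repressors of osteoclastogenesis, cell fusion, type I interferon-stimulated genes, interferon-gamma-inducible GTPases, interferon receptors and signal transducers, MHC class I presentation, MHC class II presentation and costimulation, inflammatory cytokines and chemokines, NF-kB target genes, macrophage identity, cell cycle, ribosome biogenesis, oxidative phosphorylation, glycolysis and hypoxia response, cholesterol and fatty acid synthesis, lysosome and V-ATPase, BAF complex subunits and BET proteins, glucocorticoid-induced genes, stress responses, and markers of 7 kinds of other cells. These were neutrophils, B cells, T and NK cells, mast cells and basophils, erythroid cells and megakaryocytes, stromal cells with osteoblasts and endothelium, and dendritic cells. Mx1, Mx2, Pyhin1, Cxcl11, Clec7a and Ighm belong to lists but not to the table, and Rigi is listed there as Ddx58.

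The groups, tests, gene lists, alternatives and the rule for named genes were fixed before the data were examined. The rule took, per comparison, the 8 largest rises and 8 largest falls among called genes of at least 5 CPM in the higher group whose libraries did not overlap between groups (overlap was allowed for the interaction), leaving out Gm and Rik names. It added the 2 called members of each list with the smallest p in each direction, and 20 genes whatever their values. The text may leave out genes of the first parts. Some genes that the rule names are not reported here and enter none of the counts over named genes. From a first selection of 97 others, 13 were left out after their values had been seen, because at least 1 of their calls was lost when a library was left out: Gas6, Cxcr3, Mmp27, Adam8, Ngp, Herpud1, Wfdc17, Relb, Mcm2, Ctps, Tnf, Tsr1 and Hmgcs1. Other genes with such losses were kept, among them Trem2, Ifi27, S100a9 and Cd36, so this cut was not uniform. Because of the cut, the 84 genes that remain are steadier than the rule for named genes alone would give. The counts of lost calls are given for both sets.

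Alternatives were other scalings (DESeq2 size factors, upper quartile, total counts alone), other filters (no filter beyond 1 count, a mean of at least 10 counts), other tests (DESeq2 1.42.0, limma-voom, limma-trend on log2(FPKM + 1)), the replicate number as a block, a fit of the 2 groups compared, other thresholds (a fold of 1.2 at an unadjusted p below 0.05, a fold of 1.5) and leaving out each library in turn. The tests were tried on simulated counts with known changes. In the comparison of MR + iBRD9 with MR + vector, 44.8% of genes changed 1.2-fold, 82.1% of those changed 1.5-fold and 87.9% of those changed 2-fold were recovered among 11470 genes. For the interaction, the shares were 9%, 74.6% and 87.9% among 11482 genes. With no gene changed, edgeR called 0 genes of 11474, with 595 at an unadjusted p below 0.05. Python 3.11.15 was used for tables and figures. No single-library or batch label beyond the replicate number was given in the sources used here.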

Results

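To examine how BRD9 inhibition acts on BMDMs at the start of osteoclast differentiation, gene expression was measured by RNA sequencing in cells cultured with M-CSF, with or without RANKL, and treated with vector or iBRD9. Each of the 4 groups held 4 libraries. The mean total count was 17556788 ± 642542 (SD, n = 4) in M + vector, 17970776 ± 964663 in M + iBRD9, 16343524 ± 992461 in MR + vector and 16323782 ± 456073 in MR + iBRD9. The first principal component held 56.6% of the variance and separated the cultures with RANKL from those without. The second held 5.3% and separated vector from iBRD9 libraries, both with and without RANKL. On it the vector libraries lay between 3.66 and 14.96 and the iBRD9 libraries between -13.07 and -3.1. The target gene, Brd9 (ENSMUSG00000057649, chromosome 13, 74085930 to 74109014, GRCm39), stood at 55.7 ± 2.36 CPM in M + vector, 55.4 ± 1.91 in M + iBRD9, 55.5 ± 3.32 in MR + vector and 54.1 ± 3.40 in MR + iBRD9. iBRD9 blocks the protein, so this level is no check of the treatment.

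RANKL changed the transcriptome of the vector-treated BMDMs broadly, with genes of NF-kB signalling and interferon response rising and macrophage genes falling. Mycl, a MYC family transcription factor (ENSMUSG00000028654, chromosome 4), had 2 counts in all M + vector libraries together, both in replicate 4, and 106 to 143 per library in MR + vector, a ratio of 277 with a 95% counting interval of 76.3 to 2295. Without replicate 4 of M + vector it was at least 46.1-fold higher against a floor of 3 counts per library. The growth factor gene Vegfc rose 42.7-fold, and 90.1-fold without replicate 4 of M + vector, to 5.83 ± 1.03 CPM (adjusted p = 3.5e-14). C3, the central complement component, rose from 22.7 ± 2.24 to 406 ± 36.4 CPM, and the complement regulator Cd55 rose from 0.73 ± 0.21 to 11.8 ± 0.37 CPM. Among the largest falls were the transporter gene Slco2b1, from 33.0 ± 1.02 to 0.52 ± 0.14 CPM, Tox2, from 17.5 ± 2.69 to 1.49 ± 0.50 CPM, and Cd38, from 10.3 ± 1.22 to 1.79 ± 0.39 CPM. In total, 4709 of 11559 genes were called, 2323 higher and 2386 lower.

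Osteoclast genes did not move as one block. Of 25 tested members of the osteoclast differentiation and resorption list, 12 rose and 7 fell (12 and 8 adjusted over the list alone). The list was called as higher at a preset correlation (adjusted p = 0.0012) but not with an estimated correlation (adjusted p = 0.089). Mmp9, a matrix-degrading protease of osteoclasts (ENSMUSG00000017737, chromosome 2), rose from 73.1 ± 5.25 to 666 ± 26.1 CPM, a log2 change of 3.19 ± 0.05. Ctsk, the collagen-degrading protease of osteoclasts (ENSMUSG00000028111, chromosome 3, 95406567 to 95416673), rose from 6.37 ± 0.98 to 15.1 ± 0.81 CPM. The fusion receptor gene Dcstamp rose by 1.74 ± 0.26 on the log2 scale, the repressor-relieving factor Jdp2 by 1.84 ± 0.08 and the transcription factor Fos by 2.78 ± 0.08. Ocstamp had no count in M + vector and 11 to 19 counts per library in MR + vector, at least 5.28-fold higher against a floor of 3 counts per library. Atp6v0d2 fell by 1.16 on the log2 scale and Trem2 fell by 0.79. Acp5 (0.18 ± 0.09, adjusted p = 0.13) and Nfatc1 (-0.03 ± 0.06, adjusted p = 0.75) were not called, and Calcr had no count in any of the 16 libraries.

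The NF-kB target list rose most clearly under RANKL. In it, 15 of 18 tested members rose and 2 fell (adjusted p = 2.9e-41, and 1.1e-07 with an estimated correlation), with Traf1 at 3.74 ± 0.08, Birc3 at 2.31 ± 0.05, Nfkb2 at 2.33 ± 0.05 and the inhibitor gene Nfkbia at 2.02 ± 0.06 on the log2 scale. The list of RANKL signalling and its transcription factors, with 13 of 21 higher and 2 lower, was called too (adjusted p = 3.0e-10, and 0.0029 with an estimated correlation). Of 60 tested type I interferon-stimulated genes, 54 rose and 1 fell (54 and 1 adjusted over the list alone), and the call stood with an estimated correlation (adjusted p = 0.040). The member that fell was Ifi27 (-0.16 ± 0.06, adjusted p = 0.046), a call that stood only without replicates 1 or 4 of M + iBRD9, replicate 3 of MR + vector or replicates 2 or 3 of MR + iBRD9 and was lost without any of the other 11 libraries (adjusted p up to 0.153). Irf7, the transcription factor that amplifies interferon responses (ENSMUSG00000025498, chromosome 7), rose from 134 ± 8.66 to 339 ± 27.1 CPM, Stat2 rose by 0.31 ± 0.05, Irf9 by 0.21 ± 0.05, Ly6e by 1.33 ± 0.04 and the RNA sensor gene Ddx58 by 1.10 ± 0.05 on the log2 scale. The chemokine gene Cxcl10 rose by 3.05 ± 0.13. Ifnb1, which encodes interferon beta, had no count in any of the 16 libraries. For a single library this allows up to 3 counts, and for the 16 together fewer per library.

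Other groups were called at a preset but not with an estimated correlation. MHC class I genes rose in 13 of 16 members, among them H2-K1 at 0.61 ± 0.04 (adjusted p = 0.079 with an estimated correlation). Of 16 interferon-gamma-inducible GTPases, 10 rose, among them Gbp2 at 0.77 ± 0.08 (adjusted p = 0.19 with an estimated correlation). Ribosome biogenesis genes rose in 37 of 41 members, among them Dkc1 at 0.75 ± 0.07 (adjusted p = 0.25 with an estimated correlation). Glycolysis genes rose in 14 of 20, among them Ldha at 0.38 ± 0.04 (adjusted p = 0.13 with an estimated correlation), and cell cycle genes rose in 19 of 34 (adjusted p = 0.35 with an estimated correlation). Sterol and fatty acid synthesis genes fell in 17 of 25, among them Insig1 at -0.62 ± 0.05, and lysosomal genes fell in 17 of 29, among them Ctsb at -0.55 ± 0.03 (adjusted p = 0.25 with an estimated correlation for both). The list of interferon receptors and signal transducers (adjusted p = 0.095 with an estimated correlation) and the cytokine list (adjusted p = 0.25 with an estimated correlation) were called as higher. In the cytokine list, Ccl6 at -1.26 ± 0.04 was a member that fell.

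Macrophage genes fell. Of 26 members of the macrophage identity list, 16 fell and 6 rose (adjusted p = 4.2e-11, and 0.012 with an estimated correlation). The mannose receptor gene Mrc1 fell from 2034 ± 65.6 to 498 ± 14.2 CPM, Fcgr3 fell by 1.44, the scavenger receptor gene Cd163 fell by 2.01 and Csf1r, the M-CSF receptor gene, fell by 0.32 on the log2 scale. Irf8, a repressor of osteoclastogenesis, fell by 0.55. Of 12 tested members of the list of such repressors, 4 rose and 4 fell. The list was called as higher at a preset correlation (adjusted p = 0.046) but not with an estimated correlation (adjusted p = 0.23), and the call was lost without replicates 1 or 4 of M + vector, replicate 2 of M + iBRD9, replicates 1 or 3 of MR + vector or replicate 4 of MR + iBRD9 (adjusted p up to 0.0591). The fractalkine receptor gene Cx3cr1 moved the other way, with a rise of 2.92 ± 0.08. Myc rose by 1.52 ± 0.14, and Foxp1 was not called (-0.04 ± 0.05, adjusted p = 0.55).

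**Figure D1:**
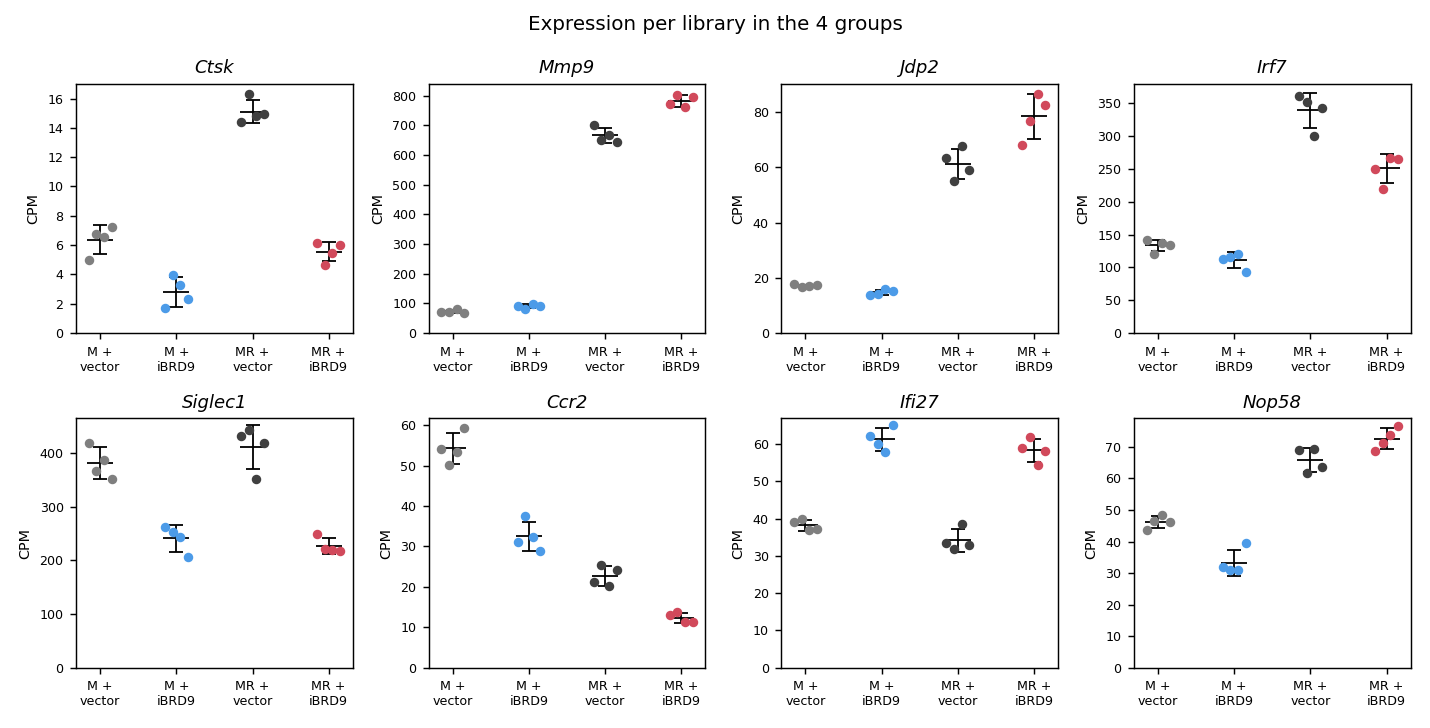
Expression (CPM) of 8 genes in each library of the 4 groups, with points for libraries and bars for the mean and SD of 4 libraries. Ctsk lay between 4.63 and 6.11 CPM in the 4 MR + iBRD9 libraries and between 14.4 and 16.3 CPM in the 4 MR + vector libraries.

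In the RANKL-treated BMDMs, most of the genes called under iBRD9 were lower. Ctsk fell to 5.56 ± 0.67 CPM in MR + iBRD9 from 15.1 ± 0.81 in MR + vector, a fall by 1.44 on the log2 scale (SE 0.15, adjusted p = 1e-07). The chemokine receptor gene Ccr2 fell from 22.8 ± 2.46 to 12.4 ± 1.30 CPM and the surface protein gene Ly6a fell from 29.0 ± 5.80 to 11.2 ± 1.05 CPM. Slfn4 fell by 0.92, the arginase gene Arg1 by 1.10 and the VEGF receptor gene Kdr by 1.00 on the log2 scale. Of 11559 genes, 320 were called, 83 higher and 237 lower, and 1533 had an unadjusted p below 0.05. Of the called genes, 13 were higher and 25 lower by at least 1.5-fold, and 6 and 7 by at least 2-fold. The glutathione transferase gene Gstt1 rose from 5.47 ± 0.68 to 10.6 ± 1.39 CPM and the lectin receptor gene Clec4n from 34.1 ± 2.91 to 50.8 ± 2.12 CPM. With total counts as the only scaling the share of higher calls was 38.5% in place of 25.9%. The count was 200 without replicate 1 of MR + vector, 199 without its replicate 2, 207 without its replicate 4 and 205 without replicate 4 of MR + iBRD9.

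Interferon-stimulated genes fell. Of 60 type I members, 36 were lower and 1 was higher, and 50 were lower and 1 higher adjusted over the list alone (adjusted p = 8.9e-43, and 0.011 with an estimated correlation). The median log2 change was -0.24. Irf7 fell to 251 ± 21.8 CPM, a fall by 0.44, Stat2 fell by 0.29, Oasl2 by 0.31, Slfn8 by 0.44 and Ifi211 by 0.43 on the log2 scale. Ly6e fell by 0.20, a call that was lost without replicate 2 of MR + vector (adjusted p = 0.065). Irf9 (-0.01 ± 0.05, adjusted p = 0.96) was not called. Ifi27 rose from 34.2 ± 3.08 to 58.3 ± 3.14 CPM and was the member that moved the other way. Because the study reported lower interferon response genes from these libraries, this direction is not independent of it. The interferon-gamma-inducible GTPases, with Irgm1 at -0.36 ± 0.06, and the interferon receptors and signal transducers, with Tlr7 at -0.66 ± 0.05, were called too, at an adjusted p of 0.037 and 0.0074 with an estimated correlation. In them, 4 of 16 and 4 of 24 tested members were lower. The receptor list shares 5 genes with the type I interferon list, among them Irf7 and Stat2. All of its 4 lower members except Tlr7 belong to the type I list too, and none encodes an interferon receptor.

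Macrophage identity genes fell in 10 of 26 members and rose in 2 (adjusted p = 0.0074 with an estimated correlation). The members that rose were Clec4n and Cd36, the latter by 0.14 ± 0.04 (adjusted p = 0.034), a call lost without replicates 1, 2 or 4 of MR + vector or any replicate of MR + iBRD9 (adjusted p up to 0.164). Siglec1, the sialoadhesin gene (ENSMUSG00000027322, chromosome 2), fell from 411 ± 40.9 to 227 ± 14.7 CPM and Mrc1 fell from 498 ± 14.2 to 383 ± 16.6 CPM. Cathepsin genes Ctss and Ctsc each fell by 0.28. Markers of neutrophils fell as well, with a median log2 change of -0.56 over 13 tested members (adjusted p = 0.0074 with an estimated correlation). Adjusted over the list alone 11 members were lower, and 4 were called over all genes. Of these, Mmp8 fell by 0.58 and S100a9 by 0.49, but the call of S100a9 (adjusted p = 0.038) was lost without any of replicates 1, 2, 3 and 4 of MR + vector or replicates 2, 3 and 4 of MR + iBRD9 (adjusted p up to 0.215). Stress response genes, with Asns at -0.32 ± 0.07, and ribosome biogenesis genes, where no member was called by edgeR and the list was called as higher, did not hold with an estimated correlation (adjusted p = 0.15 and 0.38). The study had reported higher ribosome biogenesis from these libraries by gene set enrichment analysis, so the direction of that list is not independent of it.

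Osteoclast genes as a list were not called under iBRD9 with RANKL (median 0.03, adjusted p = 0.17). Of 25 tested members, 2 rose and 2 fell (5 and 3 adjusted over the list alone). Jdp2 rose by 0.36 ± 0.07 and Mmp9 by 0.23 ± 0.05, to 783 ± 20.3 CPM. Ctsk and Mmp14 fell, the latter by 0.71 (adjusted p = 0.041), a call that was lost without replicates 1, 2 or 4 of MR + vector or replicates 2, 3 or 4 of MR + iBRD9 (adjusted p up to 0.197). Acp5 (0.24 ± 0.09, adjusted p = 0.19), Dcstamp (0.56 ± 0.21, adjusted p = 0.20), Nfatc1 (0.14 ± 0.06, adjusted p = 0.20) and Fos (0.21 ± 0.07, adjusted p = 0.11) were not called. Fosl2 rose by 0.42 ± 0.08. Irf8 fell by 0.17 (adjusted p = 0.024), a call lost without replicates 1, 2 or 4 of MR + vector or replicates 1 or 4 of MR + iBRD9 (adjusted p up to 0.133). Ccl3 rose by 0.39 ± 0.07 and Ccl6 fell by 0.31. Foxp1, Csf1r and Myc were not called (adjusted p from 0.092 to 0.58). Among the lists not called were RANKL signalling (adjusted p = 0.33), repressors of osteoclastogenesis (0.62), MHC class I presentation (0.077), cell cycle (0.18), glycolysis (0.24), cholesterol synthesis (0.37) and lysosome (0.080). The NF-kB target genes (adjusted p = 0.59) and cytokines (adjusted p = 0.97) were not called either, and their medians, 0.018 and 0.011, and means, -0.11 and -0.062, differed in sign.

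**Figure D2:**
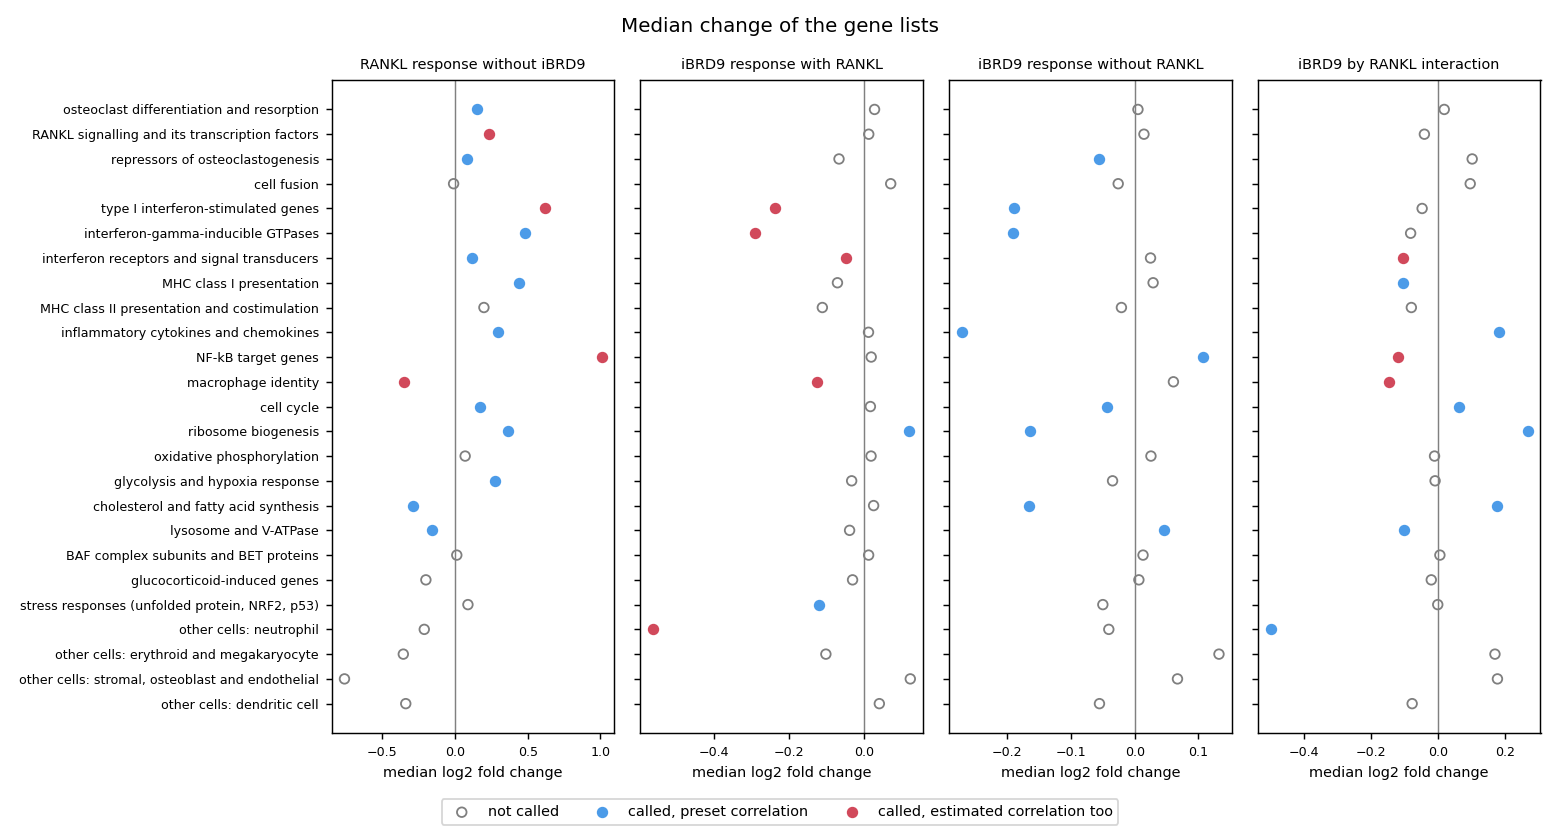
Median log2 fold change of each tested gene list in the 4 comparisons, each on its own scale. Open circles mark lists that were not called, blue points those called at a preset correlation and red points those called with an estimated correlation too, among them the type I interferon list at -0.24 under iBRD9 with RANKL.

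Without RANKL, iBRD9 lowered Ctsk and Siglec1 too. Ctsk fell from 6.37 ± 0.98 to 2.81 ± 1.00 CPM and Siglec1 fell from 381 ± 29.4 to 241 ± 24.5 CPM. Ccr3 fell by 1.34, Ly6a by 1.31, Slfn4 by 0.95, Ccl7 by 0.92, the phosphatase gene Dusp4 by 0.85 and Kdr by 0.74 on the log2 scale. Ifi27 rose by 0.68 ± 0.06, Nt5dc2 by 0.56 ± 0.04 and the autophagy kinase gene Ulk1 by 0.46 ± 0.08. In total 787 genes were called, 356 higher and 431 lower. The count was 511 without replicate 3 and 483 without replicate 4 of M + vector, and 463 without replicate 2 of M + iBRD9.

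No list was called with an estimated correlation in this comparison, whereas 9 were called at the preset correlation. Of 60 type I interferon-stimulated genes 22 fell and 1 rose (36 and 1 adjusted over the list alone, adjusted p = 0.22 with an estimated correlation), with Irf7 at -0.27 ± 0.07 and Stat2 at -0.29 ± 0.05. Sterol and fatty acid synthesis genes fell in 13 of 25 members (adjusted p = 0.16 with an estimated correlation), among them Fasn at -0.30 ± 0.07 and Scd2 at -0.22 ± 0.04. Ribosome biogenesis genes fell in 11 of 41 (adjusted p = 0.32 with an estimated correlation), among them Nop58, a snoRNP protein gene, at -0.47 ± 0.07 and the helicase gene Ddx21 at -0.26 ± 0.05. Lysosomal genes rose in 7 of 29 (adjusted p = 0.36 with an estimated correlation), with the cathepsin gene Ctsd at 0.25 ± 0.04, a list call lost without replicate 4 of M + iBRD9 (adjusted p = 0.0898). The interferon-gamma-inducible GTPases, with Tgtp2 at -0.73 ± 0.14, fell (adjusted p = 0.36 with an estimated correlation), and NF-kB target genes, with Icam1 at 0.22 ± 0.05, rose (adjusted p = 0.11 with an estimated correlation). The other 3 lists fell. The call of the repressors of osteoclastogenesis (adjusted p = 0.036) was lost without replicates 1 or 4 of M + iBRD9 (adjusted p up to 0.0792), that of the cytokines (adjusted p = 0.019) without its replicate 1 (adjusted p = 0.158) and that of the cell cycle genes (adjusted p = 0.019) without its replicate 2 (adjusted p = 0.345). The macrophage identity list was not called (adjusted p = 0.63), with a median of 0.061 and a mean of -0.013. Its members moved both ways, with C1qa at 0.28 ± 0.05, the lipid receptor gene Cd36 at 0.25 ± 0.04, Fcgr3 at 0.22 ± 0.04 and Csf1r at 0.17 ± 0.03 higher and Mrc1 at -0.24 ± 0.04 and Ccr2 at -0.74 ± 0.08 lower. In the osteoclast list Mmp9 rose by 0.31 ± 0.05. Foxp1 fell by 0.17 (adjusted p = 0.022), a call lost without replicate 1 of M + vector or replicate 1 of M + iBRD9 (adjusted p up to 0.0741).

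The response to iBRD9 differed with RANKL for 241 genes, with 116 higher and 125 lower interaction terms. Myc fell by 0.61 without RANKL (adjusted p = 0.024) and stood at 0.40 ± 0.13 with RANKL (adjusted p = 0.092), a difference of 1.01 ± 0.21 (adjusted p = 0.0097). The fall without RANKL was lost on leaving out replicates 2 or 3 of M + vector or replicates 1 or 2 of M + iBRD9 (adjusted p up to 0.111). Dusp4 (0.78 ± 0.12), Nop58 (0.61 ± 0.09), Fosl2 (0.58 ± 0.12), Jdp2 (0.57 ± 0.11) and the pentraxin gene Nptx1 (0.97 ± 0.21) had higher terms, and Ulk1 (-0.67 ± 0.12), Tlr7 (-0.39 ± 0.07), Lyz2 (-0.26 ± 0.05), Csf1r (-0.25 ± 0.04) and C1qa (-0.31 ± 0.06) had lower ones. Ribosome biogenesis genes had higher terms in 12 of 41 members (23 adjusted over the list alone, adjusted p = 0.061 with an estimated correlation). Macrophage identity genes had lower terms in 8 of 26 (adjusted p = 0.035 with an estimated correlation). The type I interferon list was not called (median -0.05, adjusted p = 0.057, and 0.78 with an estimated correlation). Its median log2 change under iBRD9 was -0.24 with RANKL and -0.19 without it. The signs of the 2 fold changes were opposite for 107 of the 116 and for 104 of the 125 genes. Of the 107, 12 were called with RANKL and 82 without it, and of the 104, 38 and 53, so most of these signs include an estimate that was not called. The count was 102 without replicate 3 of M + vector, 123 without replicate 2 and 541 without replicate 4 of M + iBRD9, 73 without replicate 2 and 158 without replicate 4 of MR + vector, and 73 without replicate 4 of MR + iBRD9, and the share of higher terms was 67.3% with total counts as the only scaling in place of 48.1%.

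To ask whether iBRD9 opposed the RANKL response, the calls of both comparisons were set side by side. Of the 237 genes lower under iBRD9 with RANKL, 103 (43.5%) had risen with RANKL and 94 had fallen, where independent lists share 47.6 and 48.9. Of the 83 genes higher under iBRD9, 30 had risen with RANKL and 38 had fallen, where independent lists share 16.7 and 17.1. The overlaps thus exceeded those of independent lists in all 4 pairs of directions, whether or not iBRD9 opposed RANKL. Of the 103 genes, 35 belonged to the fixed list of type I interferon-stimulated genes, which need not hold every gene of that kind. Because both comparisons use the MR + vector libraries, unchanged groups were simulated 20 times. The covariance of the fold changes was -0.0115, against -0.0119 in the simulation. With the MR + vector libraries divided so that 2 served each comparison, the overlap was 33 to 72, where independent lists share 10.3 to 25.3, and the covariance was positive in each of the 6 divisions, at 1.33e-05 to 0.00629. The overlap was 64 without replicate 1 and 67 without replicate 2 of MR + vector.

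The responses to iBRD9 with and without RANKL, which share no library, correlated weakly across the 11559 genes (Pearson r = 0.135, Spearman rho = 0.115), and genes are not independent replicates. Without a filter on low counts r was 0.0136, and 0.163 with a mean of at least 10 counts. The sign was the same for 53.8% of them. Over the 320 genes called with RANKL, r was 0.599 and 74.1% had the same sign, over the 787 called without it 0.523 and 62.4%, and over the 981 called in either 0.400 and 62.1%. Genes lower in both comparisons numbered 88, where independent lists share 8.8, and genes higher in both numbered 31, where they share 2.6. Among them were Ccr2, Ly6a, Slfn4, Siglec1 and Ctsk as lower genes and Ifi27, Mmp9 and Nt5dc2 as higher genes. Sat1, Tlr8, Wwp1, Rassf4 and Selenop were lower with RANKL and higher without it and Mmp12 and Hmga2 the reverse, names chosen after their values were seen. These 5 and 2 genes are fewer than the 7.3 and 3.1 that independent lists share.

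**Figure D3:**
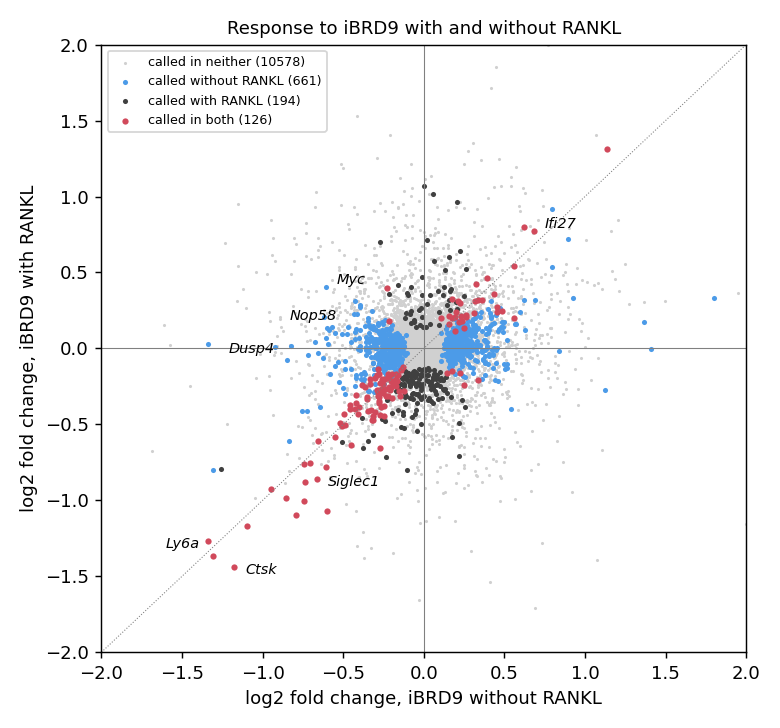
Log2 fold change of each tested gene under iBRD9 without RANKL (x axis) and with RANKL (y axis), coloured by the comparisons in which it was called. 126 genes were called in both, and 9 genes lie outside the axes.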

Values the study reported

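The study treated BMDMs with 1 μM iBRD9 for 1 day and reported that 211 genes were lower and 184 higher in MR + iBRD9 than in MR + vector, at a fold change of at least 1.2 and p < 0.05.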

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

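One test below was chosen after its result was seen: the share of the loss taken by neutrophil markers. The test of GC content and gene length on ribosome biogenesis genes was also rewritten after its result was seen, as told there.

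In single libraries, 17 of the 347 groups of 4 values tested had a highest or lowest library far from the other 3, a share of 4.9%, where chance gives about 1 in 20. Of the library measures, replicate 4 of MR + vector had 13335 genes with a count, above the others, and replicate 4 of M + iBRD9 had 1.93% of its counts in mitochondrial genes. In M + vector, replicate 4 stood apart for Nfatc1 (58.8 CPM), Mycl (0.115 CPM), Vegfc (0.344 CPM) and Ccl6 (1397 CPM). In M + iBRD9, replicate 2 stood apart for Stat2 (171 CPM), Csf1r (1760 CPM) and H2-K1 (1195 CPM), and replicate 4 for Nfkbia (54.6 CPM), Nop58 (39.5 CPM) and Plekhm1 (298 CPM). In MR + vector, replicate 3 stood apart for Ifi211 (59.9 CPM) and replicate 2 for Vegfc (4.28 CPM). In MR + iBRD9, replicate 3 stood apart for Ldha (1287 CPM), replicate 4 for Gstt1 (8.58 CPM) and replicate 1 for Siglec1 (248 CPM).

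Among the named genes, 18 responded to iBRD9 differently with and without RANKL by the edgeR interaction test. The response with RANKL was higher than without it by 1.01 for Myc, 0.97 for Nptx1, 0.78 for Dusp4, 0.61 for Nop58, 0.58 for Fosl2, 0.57 for Jdp2, 0.51 for Clec4n and 0.35 for Ddx21 on the log2 scale. The difference was -0.71 for S100a9, -0.67 for Ulk1, -0.39 for Tlr7, -0.36 for Plekhm1, -0.36 for Nt5dc2, -0.31 for C1qa, -0.26 for Lyz2, -0.25 for Irf8, -0.25 for Csf1r and -0.19 for Ctsb. The call of S100a9 was lost without replicates 1, 2 or 3 of M + vector, replicate 2 of M + iBRD9, replicates 2 or 4 of MR + vector or replicates 2 or 4 of MR + iBRD9 (adjusted p up to 0.110). The call of Irf8 was lost without replicates 2 or 4 of M + vector, replicate 2 of M + iBRD9, replicate 2 of MR + vector or replicate 4 of MR + iBRD9 (adjusted p up to 0.0787). Of the 13 genes left out of the text, 11 were called by this test too, and 10 of those calls were lost when some library was left out.

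The same test by camera at a preset correlation called 10 lists, whose median difference was 0.27 for ribosome biogenesis, 0.18 for cytokines and chemokines, 0.18 for cholesterol and fatty acid synthesis, 0.063 for cell cycle, -0.10 for MHC class I presentation, -0.10 for lysosome and V-ATPase, -0.11 for interferon receptors and signal transducers, -0.12 for NF-kB target genes, -0.15 for macrophage identity and -0.50 for neutrophil markers. With an estimated correlation 3 of them were called, the interferon receptors and signal transducers (adjusted p = 0.049), NF-kB target genes (adjusted p = 0.035) and macrophage identity (adjusted p = 0.035). The other 7 lists were not, among them ribosome biogenesis (adjusted p = 0.061), cholesterol synthesis (adjusted p = 0.075) and neutrophil markers (adjusted p = 0.075). The call of MHC class I presentation at the preset correlation was lost without replicate 2 of M + iBRD9 or replicate 2 of MR + vector (adjusted p up to 0.114), and that of cytokines without replicate 1 of M + iBRD9 or replicate 4 of MR + iBRD9 (adjusted p up to 0.0947).

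The lower level of type I interferon-stimulated genes under iBRD9 with RANKL is one pattern to follow. A trend of each library with GC content and gene length argued little, since the list score differed by -0.244 ± 0.051 (SE) before the trend was removed and by -0.233 ± 0.050 after. A loss of neutrophils would take all their abundant transcripts along. The neutrophil list lost 2.625% of the CPM that the interferon list lost, and 2.31% to 2.94% with 1 library left out. This share was bound to be low, since the whole neutrophil list held 108 CPM in MR + vector and the interferon list lost 1269 CPM. It thus shows how scarce these markers were and does not weigh their change. No single library carried the pattern, as the list median nearest to 0 was -0.224 with 1 library left out. What the inhibitor itself does to these genes may account for the pattern, as a hypothesis that these data cannot separate from other effects of the compound.

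Ctsk was lower under iBRD9 with and without RANKL. Fewer stromal cells, which also express Ctsk, would lower the collagen genes with it, but the summed CPM of Col1a1, Col1a2, Col3a1 and Sparc changed by 0.166 without RANKL and 0.219 with it (SE 0.198 for both). Reads shared with an overlapping gene are unlikely, since exons of other genes cover 0% of the 2944 exonic bases of Ctsk in the annotation used for this check. The release behind the deposited counts is not given in the sources used here. An effect of iBRD9 on Ctsk expression may remain, as a hypothesis.

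Ribosome biogenesis genes moved apart under iBRD9 with and without RANKL at a preset correlation, but with an estimated correlation neither the difference (adjusted p = 0.061) nor the responses with RANKL (adjusted p = 0.38) and without it (adjusted p = 0.32) were called. Replicate 4 of M + iBRD9 was the library that stood apart most in its group. Without it the interaction of the list score was 0.320 ± 0.075 (SE), against 0.286 ± 0.076 with all libraries. That library worked against the pattern, with Nop58 at 39.5 CPM there and 30.9 to 31.9 CPM in the rest of its group. Leaving it out does not show whether another library carried the pattern. After the GC content and gene length trend was removed the interaction of the list score was 0.285 ± 0.074. The bound first set for this test, more than 2 SE above the midpoint between 0 and the uncorrected score, was not met, but an unchanged score could not have met it either; a second bound, on the part of the score that the correction removed (0.0017 ± 0.0044), was chosen after that and was met. A biological difference between cultures with and without RANKL may account for the pattern and was not tested apart from these.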

How the results depend on the processing

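No value reversed among the 328 values of the 84 named genes. Of their 170 calls, 17 were lost when some library was left out, 25 under some other scaling, filter, test or sample choice and 91 at a fold of 1.5. These genes were narrowed down after such losses had been seen, and over the 97 genes first selected the losses were 35, 39 and 116 of 208 calls. The type I interferon list under iBRD9 with RANKL was called under every alternative run, with a median of -0.282 to -0.224 when libraries were left out, and the osteoclast list was called under none of them. The number of genes called with each library left out ranged from 4278 to 4948 for RANKL, 199 to 411 for iBRD9 with RANKL, 463 to 1104 without RANKL and 73 to 541 for the interaction, and from 64 to 122 for the overlap of RANKL-induced genes with genes lowered by iBRD9. The correlation of the iBRD9 responses ranged from 0.0953 to 0.146. At a fold of 1.5 the counts were 1185, 38, 51 and 33, fewer by construction. A fit of the 2 groups compared gave 487 genes under iBRD9 with RANKL and 454 without, where the main fit gave 320 and 787. Which of these 2 counts was larger thus depended on the fit. For the interaction, the count was 388 without a filter, 382 with DESeq2, 770 at a fold of 1.2 and an unadjusted p below 0.05, and 87 with limma-trend on FPKM. The overlap was 296 genes at an absolute log2 change of 0.1 and an unadjusted p below 0.05, and the correlation was 0.0136 without a filter and 0.163 with a mean of at least 10 counts. Lists called numbered 4 with an estimated correlation and 23 with fry under RANKL, and with an estimated correlation 0 for iBRD9 without RANKL (9 at the preset correlation and 8 with fry) and 3 for the interaction. For the moves other than those at a fold of 1.5 the cause was not tested. The replicate numbers paired the samples weakly at most. Deviations of same-numbered libraries correlated at -0.045 to 0.14 over 24 pairs, 2 of them above 0.1. Their median was 0.0165, against -0.016 over the 72 other pairs, and 6 of 16 libraries correlated best with their own number. With the replicate number as a block, 421 genes were called by interaction. At this depth and spread between libraries, small changes were missed in part, as the shares recovered in simulated counts at 1.2-fold show, and the part of depth alone was not tested.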

Other observations

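The test of the interferon-stimulated list without RANKL and that of the correlation of the iBRD9 responses over splits of the RANKL-treated libraries alone were chosen after their results were seen.

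Several lists were not called by camera at a preset correlation, and this does not show that they did not change. That setting gave every adjusted p in this paragraph and the next, except where fry or an estimated correlation is named. Under RANKL fry, which does not compare a list with other genes, called 23 of the 25 tested lists, all but cell fusion and neutrophil markers. The cell fusion list was not called in any comparison (adjusted p = 0.95 under RANKL, 0.24 under iBRD9 with RANKL and 0.31 without it). Mitochondrial respiration genes were not called either (adjusted p = 0.22 under RANKL, 0.21 and 0.31 under iBRD9), nor were BAF complex and BET protein genes (adjusted p = 0.56, 0.24 and 0.56), MHC class II genes (adjusted p = 0.058, 0.090 and 0.73) or glucocorticoid-induced genes (adjusted p = 0.22, 0.47 and 1). Stress response genes were called under iBRD9 with RANKL alone among the comparisons (adjusted p = 0.34 under RANKL and 0.055 without it), a call lost with an estimated correlation (adjusted p = 0.15), and this says nothing of a difference between them.

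Markers of other cells were scarce. Of the B cell, T and NK cell, and mast cell and basophil lists 2 genes each were tested, too few for a list test. The stromal, osteoblast and endothelial list was not called (adjusted p = 0.34 under RANKL, 0.95 and 0.73 under iBRD9), although 5 of its 8 tested members fell and 1 rose under RANKL (median -0.76, and fry called it at an adjusted p of 0.0091). Camera called neither erythroid and megakaryocyte markers (adjusted p = 0.18, 0.47 and 0.98) nor dendritic cell markers (adjusted p = 0.22, 0.87 and 0.92). Neutrophil markers summed to 108 ± 10.0 CPM in MR + vector and 75.1 ± 8.35 in MR + iBRD9.

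A hypothesis that iBRD9 lowers RANKL-induced genes in general was tested with separate pairs of the MR + vector libraries in each comparison. Over the 6 ways to divide them, the median log2 change of RANKL-induced genes outside the interferon lists was 0.00704 at the lowest and 0.0314 at the highest, while that of the interferon list members was -0.303 to -0.213. The hypothesis is therefore unlikely to hold for these genes as a whole.

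Other splits of the same libraries were tested too. Among 35 splits, the real one alone (1 of 35) called as many genes under RANKL (4709, and 0 in the next), under iBRD9 with RANKL (320 and 0) and without it (787 and 240), and of 100 splits 1 called as many by interaction (241 and 95). The type I interferon list under iBRD9 with RANKL (median -0.237, next -0.197) was matched by the real split alone, as was, of 100, the ribosome biogenesis difference (0.267, next 0.242). The 100 splits exchanged vector and iBRD9 libraries with RANKL and without it. They compare with no iBRD9 effect at all, and not with an effect alike in both. They therefore do not test the interaction counts or the ribosome biogenesis difference against such a shared effect. For the overlap of 103 genes the splits decide nothing, because every other split of the RANKL-treated libraries called 0 genes with edgeR and so had an overlap of 0. The correlation of the iBRD9 responses was matched by the real one alone of 100 regroupings drawn over all libraries (0.135, next 0.133). Over the 35 splits of the RANKL-treated libraries alone 2 matched it (highest other 0.174), so chance was not excluded for the size of this correlation over all genes. The number of lists called was matched by 1 of 35 splits under RANKL (15, next 14) and by 4 of 100 for the interaction (10, next 10). Chance was not excluded for the number of lists under iBRD9 with RANKL, which 11 of 35 splits matched (7, highest other 10), or without RANKL, which 2 of 35 matched (9, highest other 9). For the type I interferon list without RANKL, 2 of 35 splits gave a median as far from 0 (-0.190, and -0.198 in the other), so chance was not excluded there either.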
